A study of Mus musculus with 9 samples. Its data were reported in "Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus" (2020).

How the data were processed

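RNA was measured by sequencing in 9 libraries of sorted mTEC from B6 mice, 1 library per group, as the labels give them. One pair compared WT mTEChi with mTEChi from Aire-KO mice, and another mTEChi with mTEClo of WT mice. The remaining 5 libraries were WT mTEChi at 0, 1.5, 3, 6 and 12 h of 1 uM actinomycin D. The pairs and the 0 h library were made with TruSeq kits and read from both ends, and the treated libraries with SMARTer amplification and Nextera, read from 1 end, so kit and treatment cannot be told apart against 0 h.

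Per the labels and methods, the authors removed reads that failed the CASAVA filter, trimmed the reads of the pairs, aligned them to mouse build mm9 with Bowtie 1.0.0 and used bedtools to count those lying wholly within RefSeq exons. For the actinomycin D series the deposited values are counts of reads per RefSeq entry, not normalised. For both pairs the deposited signal values are counts that the authors divided by a size factor of DESeq, called normalised counts here. Each deposited fold is the ratio of these values, made by the authors, and was recomputed here rather than used. The deposited p-values came from DESeq run by the authors on 1 library against 1 and were not used, since such a test compares libraries and not conditions. Counting did not use strand, and a read shared by isoforms counts for each of them. Genes with near-identical copies (Dcpp2 and Dcpp3, Ccl21a and Ccl21b, Hspa1a and Hspa1b, H2ac18 and H2ac19) are therefore uncertain.

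Every value of the pairs was a whole multiple of 1 step per library, so whole reads were recovered, 100% of values being whole within 0.1. The pairs held 30794 entries, the actinomycin D files 25537, and 25401 were in both. Among entries, 874 carried a suffix for a further copy. Symbols came from the RefSeq gene table of assembly GRCm38.p6, used for names only, and matched 98.1% of entries of the pairs and 97.9% of those of the actinomycin D files. Of 30930 entries in all, 710 had no symbol. Coordinates are of mm9, from gencode vM1, which places 21462 symbols once. The columns of the Aire pair carry no sample names, and WT was taken as the column that the study's own code reads as the numerator. Aire has 2 entries in the pairs with nearly the same reads, of which NR_073358 was read as the one with the highest mean, and NM_009646 alone is also in the actinomycin D files.

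For each pair, entries with at least 10 normalised counts summed over both libraries were classed as at least 3-fold higher, at least 3-fold lower, within 2-fold, or between. These limits follow the study, whose criterion on the spread across genes was left out because genes are not replicates. A fold against a count of 0 was taken against 3 reads, and the exact 95% limit printed beside it is the bound. Intervals of folds are exact 95% intervals from the reads, and shares have exact Clopper-Pearson intervals. All intervals and limits cover counting error only, since reads amplified by PCR are not independent molecules. In the actinomycin D series, log2 changes were taken from CPM by total counts after adding 0.5 reads scaled to library size, for entries with at least 10 reads over the 5 libraries. The gap between classes was the difference of their medians. Its matched form set the Aire-sensitive median against 10000 lists of the same size drawn from Aire-neutral entries in 20 bins of mean expression over the 5 libraries.

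Slopes over hours were fitted to the 4 treated libraries with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test with TMM factors and its default expression filter, leaving 2 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method at 0.05, over all entries and over each list alone. To set a spread between libraries beside the folds, the 3 untreated WT mTEChi libraries were taken as replicates and compared with the lone library of the other group in edgeR and in DESeq2 1.42.0. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The seed was 20200429.

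The following choices were fixed before the data were examined. The text names Aire, Clp1, up to 4 members of each list with the highest mean, and for each pair the 12 largest folds per direction, 1 entry per symbol, among entries with at least 100 normalised counts in the higher library. For slopes it would name called genes whose sign holds without any 1 library, and there were none. The 30 lists covered mTEChi maturation, mTEClo, keratinocyte, tuft, microfold, cTEC, thymocyte, dendritic cell and macrophage, B cell, fibroblast, endothelial, Aire-dependent, Fezf2-linked, liver, pancreas, brain and eye, testis, 3' end processing, miRNA machinery, immediate early, short-lived cytokine, p53 target, heat shock, cell cycle, housekeeping, proteasome, KRAB zinc finger, ribosomal protein, oxidative phosphorylation and replication histone genes. Each list's median was set against 10000 random lists of the same size matched on mean expression, 1 entry per symbol. Some genes are in more than 1 list, namely Krt10 (keratinocyte, Fezf2-linked), Ccl20 (microfold, short-lived cytokine), Cd83 (mTEChi maturation, cTEC), Ins2 and Sst (Aire-dependent, pancreas), Rbp3 (Aire-dependent, brain and eye) and Ttr (Fezf2-linked, liver). The pattern for histone symbols matched no current symbol, so older symbols were used for it, a change made after seeing that. Lars2, Xist, Ddx3y, Eif2s3y, Uty, Kdm5d and NR_046233 fall outside this rule and were chosen after their values were seen.

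The steps were tested on simulated data. At a dispersion of 0.549, that of the treated libraries, slopes of 0.4 log2 per hour were recovered by edgeR in 0% of cases over 20670 entries, and by DESeq2 in 24% upward and 22% downward, with 52 false calls. At a dispersion of 0.05 edgeR recovered 100% upward and 96% downward. For 3 libraries against 1 at a dispersion of 0.1, edgeR recovered 81% of 5-fold increases and 54% of decreases in the Aire design and 78% and 49% in the mTEClo design. A list of 300 entries with a shift of 0.5 had a matched gap of 0.528 and an unmatched one of 1.9, and with no shift a matched gap of 0.029.

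Alternatives were other scalings (equal totals, TMM, size factors of DESeq2), other filters, pseudocounts and fold limits, 1 entry per symbol, DESeq2, log2 of hours, the 0 h library as a further time, 1.5 h as reference, neutral entries closest to 1-fold, and leaving out each treated library. Chosen after seeing the data were the fits without the 0 h library, matching on the mTEChi library of the other pair or on the 0 h library, entries with reads in all 5 libraries, counting 0 in 1 library as passing, and DESeq2 without 6 h. The comparison of transcripts shortened or not after loss of Clp1 was not made, because the classes rest on ratios that the study gives outside the deposited files, and such values were not used as data. For the list with proximal polyadenylation sites, which also comes from outside the deposited files, the identifiers of the entries alone were taken. The study's miRNA target sets were available only in shortened form and were not tested.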

Results

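RNA sequencing was used to measure transcript levels in medullary thymic epithelial cells (mTEC) of B6 mice, the thymic cells that express many genes of other tissues and present their products to developing T cells. Cells with high surface MHC class II (mTEChi) are the mature population that expresses Aire, and cells with low MHC class II (mTEClo) hold their precursors. The 9 libraries fell into 9 groups of 1 library each. One pair held mTEChi from wild-type (WT) mice and a library labelled Aire-KO. Another held mTEChi and mTEClo sorted from the same WT mice. The other 5 were WT mTEChi kept for 0, 1.5, 3, 6 or 12 h in 1 uM actinomycin D, which blocks transcription. No group had a replicate, so each fold below describes the libraries compared, and its interval covers counting error only.

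Reads summed over RefSeq entries came to 104316348 in the WT library of the Aire pair and 143001134 in the library labelled Aire-KO. They came to 195444567 in mTEChi and 74161592 in mTEClo of the other pair. In the actinomycin D series they came to 91610143 at 0 h, 21124165 at 1.5 h, 13953047 at 3 h, 11295960 at 6 h and 1746825 at 12 h. In CPM, the reads of an entry per 1e6 reads of its library, a count of 0 allowed up to 0.0288 in the WT library of the Aire pair and up to 1.72 at 12 h. The share of entries without a read was taken over the 25401 entries also measured in the pairs. It was 2.71% at 0 h, 5.17% at 1.5 h, 17.8% at 3 h, 31.5% at 6 h and 26.8% at 12 h. In the pairs, the non-coding entry NR_046233 took 3.77% of reads in the library labelled Aire-KO against 0.763% in WT. It took 5.35% in mTEClo against 0.666% in mTEChi.

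**Figure D1:**
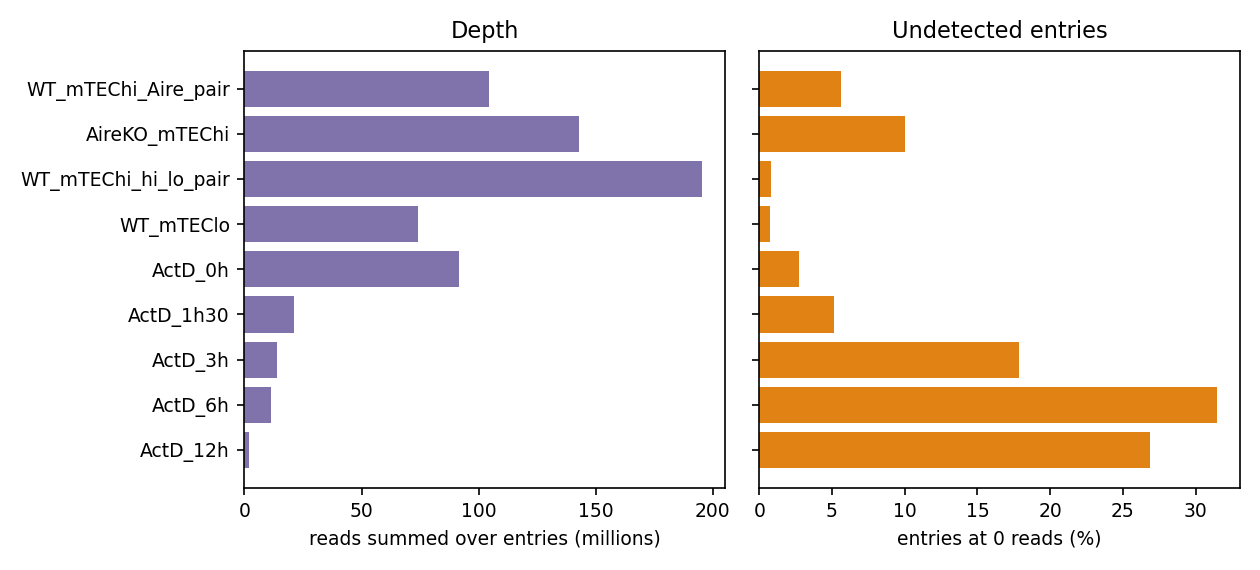
Bars on the left give the reads summed over RefSeq entries of each library and bars on the right the percentage of entries with 0 reads, each bar being 1 library. The 12 h library was the shallowest, with 1746825 reads, and the 6 h library had the highest share of entries at 0, 31.5%.

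The targeted gene was read first. Aire (NR_073358, chromosome 10, 77492767 to 77506355, minus strand) stood at 29191 normalised counts in WT and 87380 in the library labelled Aire-KO, which was 2.99-fold higher (95% interval 2.95 to 3.03). It stood at 52112 normalised counts in mTEChi and 1777 in mTEClo of the other pair, 29.3-fold higher in mTEChi (27.6 to 31.2). In the actinomycin D series the Aire entry present there (NM_009646) had 804 CPM at 0 h, 1414 at 1.5 h, 3211 at 3 h, 2249 at 6 h and 1820 at 12 h. These entries add the reads of all annotated exons, so a transcript that keeps most exons is counted whether or not it makes protein. The higher count is therefore not what loss of the whole transcript would give, but it cannot test the Aire-KO label in either direction. Genes known to need Aire were lower in the same library, which goes with the label. The columns of this pair carry no sample names and were assigned from the direction in which the study reads their ratio, on which every fold between WT and the library labelled Aire-KO rests.

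The Aire pair addresses which transcripts depend on Aire in mTEChi. Genes typical of pancreas and liver, and genes known to need Aire, were higher in WT than in the library labelled Aire-KO. All 17 measured members of the pancreas list were at least 3-fold higher, with a median of 23.8-fold. Somatostatin (Sst), an islet hormone, had 2088 normalised counts in WT and 0 in the other library. Its fold was 753 against 3 reads, with an exact 95% lower limit of 611. Islet amyloid polypeptide (Iapp) was 21.2-fold higher (19.2 to 23.3) and chymotrypsinogen (Ctrb1) 20.8-fold (18.4 to 23.5). Of the liver list, 19 of 22 members were at least 3-fold higher, median 10.2-fold, among them the plasma proteins transthyretin (Ttr) at 5.37-fold (5.04 to 5.72) and haptoglobin (Hp) at 26.5-fold (23.1 to 30.6). A list of genes known to need Aire had 15 of 18 members at least 3-fold higher, median 22.1-fold. Tff3, a mucosal peptide, reached 69.5-fold (58.4 to 83.4), while the milk protein Csn2 went the other way, at 0.580 of its level in the library labelled Aire-KO (0.574 to 0.586).

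Markers of differentiated epithelial types were higher in WT as well. Of the keratinocyte list, 12 of 13 members were at least 3-fold higher, median 8.12-fold, including Krt10, a keratin of upper epidermal layers, at 26.0-fold (24.9 to 27.0). The tuft cell list had 10 of 15 such members, median 4.11-fold, with the taste and tuft cell channel Trpm5 at 5.25-fold (5.07 to 5.44). Trpm5 had 163 CPM in WT and 26.4 in the library labelled Aire-KO. It had 41.7 in mTEChi of the other pair and 154 at 0 h. In the same order Avil had 225, 46.7, 59.5 and 167, Gnb3 95.2, 24.3, 23.2 and 54.9, and Lrmp 99.1, 17.8, 26.1 and 90.8. For each, mTEChi of the other pair lay nearer to the library labelled Aire-KO. The 0 h library lay nearer to WT except for Gnb3. The microfold list had 5 of 8 members at least 3-fold higher, median 4.50-fold, and its receptor Gp2 was 15.3-fold higher (14.8 to 15.8). The dendritic cell and macrophage list stood higher too, although the sort took CD45-negative cells, a gate that excludes blood-derived cells. The endothelial list also stood higher. Dendritic cell and macrophage genes had a median of 4.70-fold, with 10 of 16 members at least 3-fold higher, among them the complement gene C1qb at 5.24-fold (4.80 to 5.73), while the more abundant Lyz2 was at 1.45-fold (1.44 to 1.47). Endothelial genes had a median of 9.86-fold, with 5 of 8, and Cdh5, an endothelial cadherin, was 12.0-fold higher (9.52 to 15.2). The 3 more abundant members stood lower, Pecam1 at 2.69-fold (2.47 to 2.93), Tek at 1.31-fold (1.23 to 1.40) and Esam at 1.18-fold (1.07 to 1.29). Short-lived cytokine genes had a median of 2.95-fold, 8 of 18 at least 3-fold higher, with the chemokine Ccl20 at 8.45-fold (8.10 to 8.83). Smaller positive medians were found for p53 targets, 1.26-fold, and immediate early genes, 1.10-fold. The p53 target Perp had 548 CPM in WT, 128 in the library labelled Aire-KO, 243 in mTEChi of the other pair and 151 at 0 h. Cdkn1a had 334.5, 133, 161 and 96.7 in the same order. For both, the other untreated WT mTEChi libraries lay nearer to the library labelled Aire-KO than to WT. Ccng1, lower in WT, had 146, 235.5, 206 and 75.7. For p53 targets the 0 h library stood below the mean of the WT mTEChi libraries of both pairs, at a median log2 ratio of -0.99. That ratio was -0.51 for short-lived cytokine genes, and the 0 h values of both lists may carry this shift.

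Cell cycle, ribosomal protein, 3' end processing, KRAB zinc finger and fibroblast genes had medians below those of matched lists. The cell cycle list had a median fold of 0.543, with 1 of 22 members at least 3-fold lower in WT, the proliferation marker Mki67 at 0.274 (0.263 to 0.286) and the replication helicase subunit Mcm6 at 0.510 (0.489 to 0.532). In CPM, Mki67 stood at 26.1 in this WT library and 81.1 in the library labelled Aire-KO. It stood at 132 in mTEChi of the other pair and 325 at 0 h. Mcm6 stood at 30.2, 50.5, 67.6 and 87.8 in the same order. For both genes the other untreated WT mTEChi libraries thus lay above the library labelled Aire-KO. Ribosomal protein genes had a median fold of 0.566 over 80 members, 0 of them at least 3-fold lower, Rpl4 standing at 0.498 (0.493 to 0.502). Genes of RNA 3' end processing had a median of 0.694 over 27 members, and the poly(A) binding protein gene Pabpc1 was at 0.515 (0.507 to 0.522). In CPM and the same order of libraries, Pabpc1 stood at 276, 457, 437 and 700 and Hnrnpl at 103, 130, 161 and 229. For both, the other untreated WT mTEChi libraries lay nearer to the library labelled Aire-KO than to this WT library. Ddx5 had 867, 845, 811 and 1698 and Ddx17 248, 277, 287 and 237, for which this did not hold at 0 h. KRAB zinc finger genes had a median of 0.670 over 18 members. In CPM and the same order, Zfp51 stood at 5.16, 11.9, 12.7 and 35.5 and Zfp68 at 27.2, 45.4, 41.2 and 87.4. Zfp60 stood at 8.87, 12.9, 11.4 and 11.1. For these genes the other untreated WT mTEChi libraries again lay nearer to the library labelled Aire-KO. Zfp12, with 11.5, 11.2, 12.8 and 10.5, did not follow this. For KRAB zinc finger genes the 0 h library stood above the mean of the WT mTEChi libraries of both pairs, at a median log2 ratio of 1.035. That ratio was 0.52 for cell cycle and 0.51 for 3' end processing genes. The 0 h values of these lists may carry this shift, so they add little to those of mTEChi of the other pair. Fibroblast genes had a median of 0.634 over 9, with Postn, a matrix protein, at 0.256 (0.241 to 0.272). Clp1, a subunit of the 3' end processing complex (NM_133840, chromosome 2, 84562261 to 84567507), was at 1.12-fold (1.06 to 1.18).

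Among single genes, with those at 0 reads ranked by their fold over 3 reads, the 12 largest folds toward WT ran from 670 for the late cornified envelope gene Lce3b to 1571 for the salivary gene Dcpp3 (NM_001077633, chromosome 17, 24054425 to 24056408). This ranking puts genes at 0 below genes at 1 read, as for Amtn with 752 reads against 0, which is not among the 12, and the true order at the top is not known. With 1344 reads against 1, the interval for Dcpp3 was 282 to 62109, and near-identical copies such as Dcpp2 can share these reads. Sbpl had 4811 reads against 7, 804-fold higher (390 to 1999.6), and calretinin (Calb2) 2449 against 4, 716-fold (279 to 2629). The photoreceptor chaperone gene Aipl1, Hoxb13, Ptpn5, the cartilage proteoglycan gene Acan, Bpifb9a, the liver glycogen synthase gene Gys2 and the genes just named made up the 12 with Dcpp2 and Sst. In the other direction, Spem2 (NM_175368, chromosome 11, 69630068 to 69631967) had 0 reads in WT and 229 in the library labelled Aire-KO. Its fold toward that library was 65.3 against 3 reads, with an exact 95% lower limit of 52.7. Most of the remaining 11 had non-coding RefSeq entries, 1700123L14Rik, Gm10635, Tbrg3, Snord15b, Gm20199, Rmst, Gm5086, BB019430 and 4931408D14Rik, the other two being 4931408C20Rik, 11.0-fold higher there (9.90 to 12.2), and the GABA receptor gene Gabra4, 8.27-fold (6.45 to 10.8).

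Over all entries, 5655 of 26761 were at least 3-fold higher in WT, the class called Aire-sensitive here, and 1012 of these had no read in the library labelled Aire-KO. By contrast 544 entries were at least 3-fold lower in WT, and 17535 stayed within 2-fold, the Aire-neutral class. On entries of a list of Aire-sensitive genes with proximal polyadenylation sites, 938 of 947 passed the minimum of counts and all 938 were at least 3-fold higher (100%, exact 95% interval 99.6 to 100), with a median of 6.82-fold. That list was chosen on this pair of libraries, so it is not independent evidence of the direction. Each list named above as higher or lower had its median outside the central 95% of 10000 random lists matched on expression. The mTEChi maturation, mTEClo, cTEC, thymocyte, B cell, Fezf2-linked, brain and eye, testis, miRNA machinery, heat shock, housekeeping, proteasome, oxidative phosphorylation and replication histone lists lay inside that range, with medians from 0.695-fold to 3.07-fold. Rescaling to equal totals moved all log2 folds by 0.23 toward WT, which left every list named above on its side of 1-fold and lowered the 544 entries to 340. With the 3 untreated WT mTEChi libraries as replicates, edgeR's quasi-likelihood test called 2029 entries higher and 20 lower in WT at an adjusted p of 0.05, and DESeq2 called 3466 and 72. Leaving out the 0 h library, which stood apart from the other 2, edgeR called 3148 and 209. These fits assume that the lone library of the other group varies like the WT ones.

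**Figure D2:**
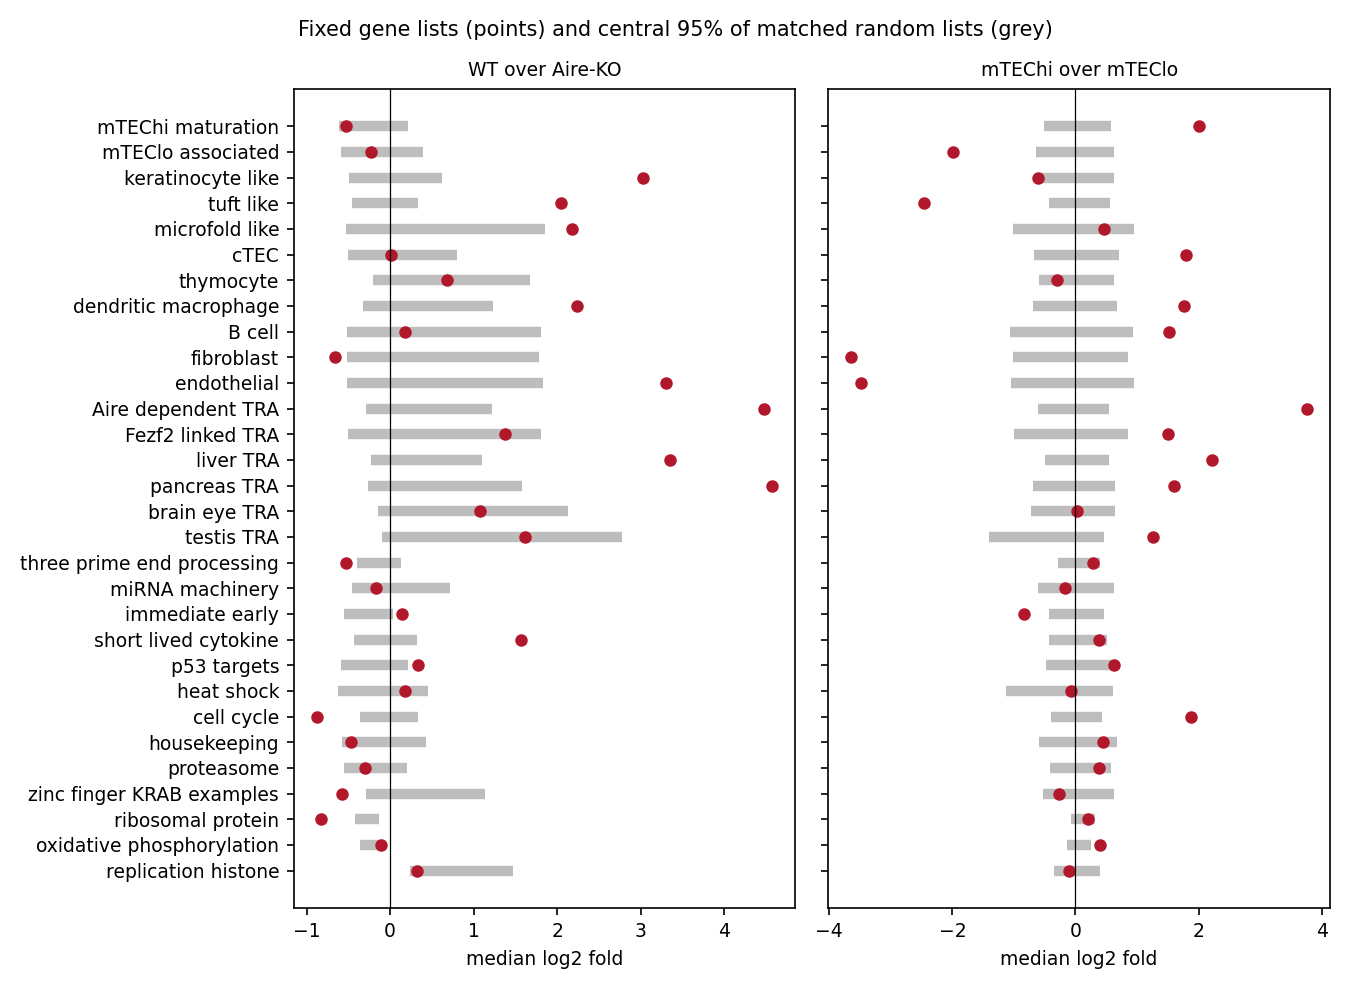
Points give the median log2 fold of each fixed gene list, on the left for WT over the library labelled Aire-KO and on the right for mTEChi over mTEClo, and grey bars the central 95% of 10000 random lists matched on expression. In the Aire pair the pancreas list reached a median log2 fold of 4.57, and in the other pair the fibroblast list had the lowest median, -3.64.

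The comparison of mTEChi with mTEClo asks how transcript levels differ between the mature cells and the population with their precursors. In mTEChi, genes of antigen presentation and maturation were higher, 11 of 16 by at least 3-fold with a median of 4.01-fold. The invariant chain gene Cd74 was 3.12-fold higher (3.11 to 3.13) and the MHC class II gene H2-Aa 3.43-fold (3.41 to 3.46). Genes known to need Aire followed, with 17 of 18 at least 3-fold higher and a median of 13.6-fold, among them Csn2 at 14.8-fold (14.2 to 15.3) and S100a8 at 20.1-fold (18.1 to 22.2). Liver genes had a median of 4.66-fold (14 of 22 at least 3-fold higher), pancreas genes 3.02-fold (9 of 17), Fezf2-linked genes 2.84-fold (4 of 9) and testis genes 2.39-fold (7 of 16). Within the liver list, Fgg, a fibrinogen chain, was 11.3-fold higher (9.67 to 13.2) and the acute phase gene Crp was at 0.300 (0.287 to 0.313). Cell cycle genes were higher too, 14 of 22 by at least 3-fold and with a median of 3.66-fold, as for the DNA topoisomerase gene Top2a at 6.20-fold (5.79 to 6.64). Oxidative phosphorylation genes had a median of 1.32-fold over 78 members, and p53 targets one of 1.54-fold over 15. Of the p53 targets with the highest means, Perp stood at 0.471 (0.465 to 0.478) and Cdkn1a at 0.867 (0.849 to 0.884). Trp53inp1 was at 1.15-fold (1.12 to 1.17) and Ccng1 at 1.54-fold (1.51 to 1.58). Clp1 was 1.52-fold higher (1.43 to 1.62).

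In mTEClo, the genes used to recognise that population were higher, 8 of 14 by at least 3-fold, with a median mTEChi over mTEClo of 0.253. The chemokine gene Ccl21a was 20.7-fold higher in mTEClo and the basal keratin gene Krt5 6.51-fold, although reads of Ccl21a cannot be told from those of its near-identical copies. Tuft cell genes were lower in mTEChi, with 12 of 15 at least 3-fold lower and a median of 0.182, and Trpm5 stood at 0.142 (0.139 to 0.146). The keratinocyte list had a median of 0.656, no member reaching 3-fold, and immediate early genes one of 0.558, with Fos at 0.359 (0.357 to 0.362). Markers of cells outside the epithelium differed between the sorts. The paper gives the gate as CD45-negative, Ly51-negative and high or low in MHC class II, and names no epithelial marker for it. Other CD45-negative cells in the mTEClo library therefore stay possible, and their share was not tested. Fibroblast genes had a median of 0.0802, 6 of 9 being at least 3-fold lower in mTEChi, with Postn 24.0-fold higher in mTEClo. Endothelial genes had a median of 0.0894, 6 of 8 being at least 3-fold lower in mTEChi, with Pecam1 13.1-fold higher in mTEClo. Dendritic cell and macrophage genes went the other way, with a median of 3.40-fold (8 of 16), and the complement gene C1qb was 6.54-fold higher in mTEChi (5.78 to 7.42). B cell genes had a median of 2.88-fold (4 of 8) and cTEC genes, typical of cortical epithelium, one of 3.46-fold (6 of 11), with the chemokine gene Ccl25 at 9.46-fold (9.07 to 9.88). Ctsl, a cathepsin of that list, went the other way and was 5.28-fold higher in mTEClo (5.21 to 5.35).

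The largest folds toward mTEChi were led by the sulfotransferase gene Sult1e1, with 804 reads against 1 and a ratio of 290 (52.0 to 11483). Others were the defensin gene Defb19 at 107-fold (51.7 to 266), the enamel protein gene Amtn at 104-fold (56.4 to 217), the neuropeptide gene Adcyap1 at 80.5-fold (44.9 to 162) and the chemokine gene Xcl1 at 73.0-fold (38.3 to 160), beside Acbd7, the cardiac myosin gene Myl2, Iltifb, Lcn8, Spink7, S100a7l2 and Gtsf1. Toward mTEClo they were led by thrombomodulin (Thbd), 44.5-fold higher there (39.0 to 51.0). Gas1 (NM_008086, chromosome 13, 60275766 to 60278726) was among the others at 37.7-fold (35.3 to 40.4), as were the hedgehog co-receptor gene Boc at 32.3-fold (30.4 to 34.3) and the collagen gene Col6a2 (chromosome 10, 76058507 to 76086375) at 30.2-fold (29.4 to 31.0). The endothelial receptor gene Adgrl4, Sult5a1, Zdhhc25, F630028O10Rik, Olfr457, Spem2, Taf7l2 and Ifna14 completed the 12.

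In all, 3444 of 29212 entries were at least 3-fold higher and 3727 at least 3-fold lower in mTEChi. The latter may include genes of fibroblasts or endothelial cells in the mTEClo sort, and not only genes that change with maturation. The thymocyte, microfold, brain and eye, 3' end processing, miRNA machinery, short-lived cytokine, heat shock, housekeeping, proteasome, KRAB zinc finger, ribosomal protein and replication histone lists lay inside the central 95% of matched random lists, with medians from 0.817-fold to 1.37-fold. Of Aire-sensitive entries, 27.5% (exact 95% interval 26.4 to 28.7) were at least 3-fold higher in mTEChi and 10.9% at least 3-fold lower. Of Aire-neutral entries these shares were 6.65% and 5.71%. The entries at least 3-fold higher in the library labelled Aire-KO had 26.1% and 24.6%. The 2 pairs shared no library. With 3 WT mTEChi libraries edgeR called 470 entries higher and 356 lower in mTEChi, DESeq2 called 1771 and 927, and without the 0 h library edgeR called 2196 and 1361.

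The actinomycin D series addresses how transcript levels move once transcription stops. Levels here are relative to all other RNA of the library, so a transcript that decays more slowly than the rest appears to gain. Ribosomal protein genes had positive fitted slopes in all 77 measured members, with a median of 0.20 log2 per hour. Rpl4 went from 1506 CPM at 1.5 h to 1317 at 3 h, 2636 at 6 h and 3780 at 12 h. In edgeR's test of the slope, 75 of the 77 passed at 0.05 when adjusted over the list alone, and 0 when adjusted over all genes. Thymocyte genes had positive slopes in 15 of 15 members, median 0.19, with 3 passing when adjusted over the list alone. Coro1a, an actin binding gene of leukocytes, went from 52.2 CPM at 1.5 h to 317 at 12 h (edgeR adjusted p = 0.00104 over the list alone) and the T cell kinase gene Lck from 14.8 to 85.9 (adjusted p = 0.00699). Oxidative phosphorylation genes had positive slopes in 75 of 76 members, median 0.10, and proteasome genes in 17 of 17, median 0.061, with 0 of either list passing when adjusted over the list alone.

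Of the tissue lists, the Aire-dependent, pancreas and liver lists lay above matched lists. Matching on a mean that includes the treated libraries may raise such a median, as weighed below for Aire-sensitive entries. These lists were not matched on a library outside the series, so no greater stability is drawn from their position. The slopes of genes known to need Aire were positive in 14 of 17, median 0.13, with S100a8 going from 177 CPM at 1.5 h to 492 at 12 h, and 2 passed when adjusted over the list alone. Pancreas genes had positive slopes in 12 of 15, median 0.12, with 1 passing, and liver genes in 16 of 21, median 0.088, with 0 passing. Replication histone genes had positive slopes in 43 of 52, median 0.10, with 0 passing, although H1f2 had a slope of -0.11. Below the matched random lists lay keratinocyte genes, with a median of -0.17 and 1 positive slope in 13. Krt10 went from 351 CPM at 1.5 h to 81.3 at 12 h (edgeR adjusted p = 0.00481 over the list alone) and Spink5, a skin protease inhibitor, from 246 to 45.2 (adjusted p = 0.00446), with 4 passing in all. Immediate early genes, whose messages are short-lived, had a median of -0.097 and 1 positive slope in 26, with 1 passing over the list alone. Tuft cell genes had a median of -0.095 (4 of 15 positive, 1 passing) and endothelial genes one of -0.19 (2 of 7 positive, 0 passing).

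These 12 of 30 lists, 8 above and 4 below, lay outside the central 95% of matched random lists. The other 18 had medians from -0.12 for testis genes to 0.042 for dendritic cell and macrophage genes, of which 3 passed upward over the list alone. Of the rest, 1 Fezf2-linked, 2 miRNA machinery and 2 heat shock genes passed downward and 1 housekeeping gene upward, and 0 of the mTEChi maturation, mTEClo, microfold, cTEC, B cell, fibroblast, brain and eye, testis, 3' end processing, short-lived cytokine, p53 target, cell cycle and KRAB zinc finger genes. The signs of the 12 outer medians were also found with total counts in place of TMM. With no expression filter, 10 lists lay above the central range and 2 below it. Without the 12 h library, the endothelial median turned to 0.17, and the immediate early, tuft cell and proteasome medians came to percentiles 8.43, 9.94 and 97.45, while the testis, dendritic cell and macrophage, and short-lived cytokine lists moved out of the central range, to percentiles 0.44, 98.27 and 98.58. Without 3 h the endothelial and tuft cell medians came to percentiles 21.9 and 4.71, and the p53 target and dendritic cell and macrophage medians to 1.79 and 98.02. Without 1.5 h the liver median came to percentile 79.0 and the testis median to 1.09.

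Gene by gene, edgeR's quasi-likelihood test of the slope over the 4 treated libraries called 0 of 20652 entries at an adjusted p of 0.05. It had 1896 entries at an unadjusted p under 0.05, and its smallest adjusted p was 0.252. DESeq2 called 257 entries up and 143 down, with an adjusted p for 4986 entries and none for the other 19313. Leaving out the 6 h library, edgeR called 718 up and 1156 down, 76 of the 77 ribosomal protein genes and 27 oxidative phosphorylation genes among the former, and leaving out the 12 h library it called 87 and 518. On simulated data with the dispersion of these libraries, 0.549, edgeR recovered 0% of slopes of 0.4 log2 per hour.

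The study used the series to compare Aire-sensitive transcripts shortened through Clp1 with those that were not, classes that rest on ratios outside the deposited files, which were not used here. Aire-sensitive entries were compared with Aire-neutral entries instead. Relative to 0 h, the median log2 change of the 4857 Aire-sensitive entries was -0.12 at 1.5 h, -0.36 at 3 h, -3.16 at 6 h and -1.40 at 12 h. That of the 15394 Aire-neutral entries was -0.14, -0.16, -0.37 and -0.48, so the gap between the classes was 0.02, -0.20, -2.79 and -0.92. Aire-sensitive entries were at 0 reads in 27.7%, 51.5% and 42.8% of cases at 3, 6 and 12 h, and Aire-neutral ones in 4.70%, 15.4% and 11.5%. Against random lists of Aire-neutral entries with the same mean expression over the 5 libraries, the gap was 0.09, 0.18, 0.92 and 1.13, each at percentile 100 of 10000 lists. Matching on the mTEChi library of the other pair, chosen after seeing the data, gave 0.035, -0.13, -1.28 and 0.011, the last at percentile 53.4 of the lists. Matching on the 0 h library gave -0.0057, -0.044, -0.21 and 0.25, of which the first 3 lay inside the central 95% of the lists, at percentiles 28.0, 3.24 and 17.6. With the list of entries with proximal polyadenylation sites in place of the whole Aire-sensitive class, the matched medians lay inside the central 95% of lists at all 4 times, at percentiles 93.2, 96.8, 56.2 and 97.1. Among the 1776 Aire-sensitive entries with reads in all 5 libraries, which leaves out any entry that fell to 0, the unmatched gap at 12 h was 0.58. The direction thus changed with the genes used for comparison, and none is drawn here.

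**Figure D3:**
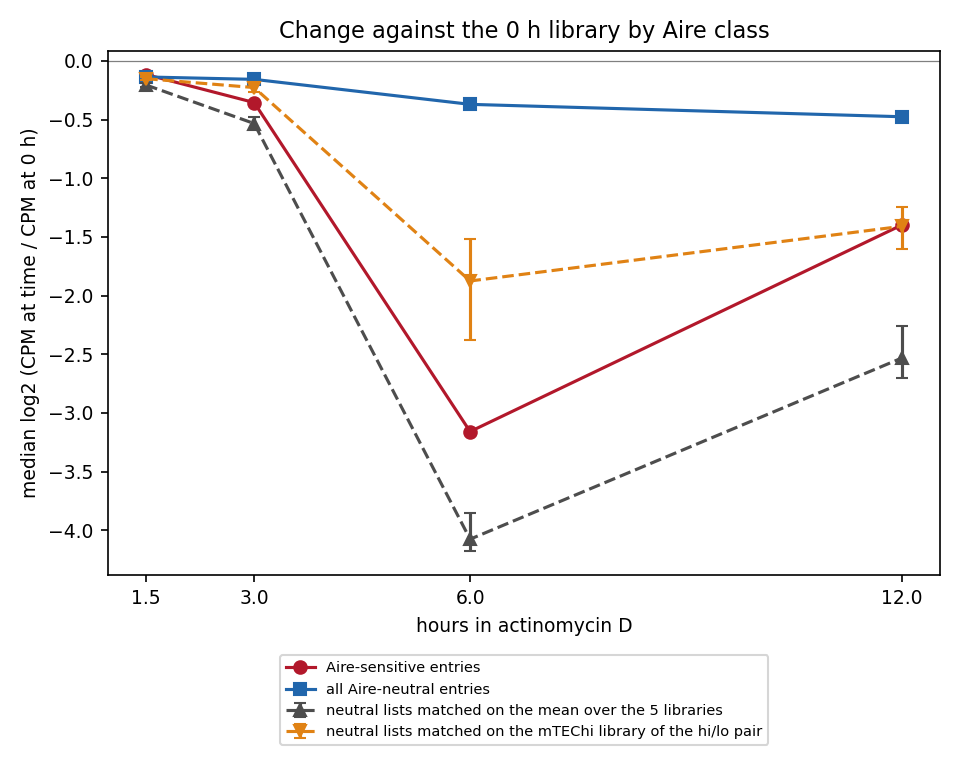
Lines give the median log2 change of CPM from 0 h against hours in actinomycin D for Aire-sensitive entries, all Aire-neutral entries, and Aire-neutral lists matched on expression in either of 2 ways, with bars for the central 95% of 10000 lists. At 12 h the Aire-sensitive median of -1.40 lay below that of all Aire-neutral entries, -0.48, above that of lists matched on the 5 libraries, -2.53, and close to that of lists matched on the mTEChi library of the other pair.

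The 0 h library was made with another kit and read layout than the treated ones, so treatment and kit cannot be told apart in any change against 0 h. Between 1.5 and 12 h, both of 1 kit, the median of Aire-sensitive entries changed by -1.12 and that of Aire-neutral entries by -0.33. The gap was -0.80 without matching, 0.81 with matching on the 5 libraries, and 0.024, at percentile 60.3, with matching on the mTEChi library of the other pair. Clp1 had 34.2 CPM at 1.5 h, 26.2 at 3 h, 65.2 at 6 h and 19.5 at 12 h, with a slope of -0.04 log2 per hour (edgeR adjusted p = 0.946).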

Values the study reported

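The study compared, after actinomycin D, Aire-sensitive genes whose 3' UTR was shortened through Clp1 with Aire-sensitive genes of steady 3' UTR use. It reported better preserved levels for the former, with p = 2.1e-04 at 3 h, 1.3e-12 at 6 h and 5.6e-10 at 12 h. It also reported 346 sets of miRNA targets that were lower in mTEChi than in mTEClo, and conserved miRNA sites in 46% of the Aire-sensitive genes shortened through Clp1 that it examined.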

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

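The fits without the 0 h library, both other ways of matching, the entries with reads in all 5 libraries, 0 counted as passing with no filter, and DESeq2 without 6 h were chosen after seeing the data. Where no construction is named, the cause was not tested. No paired analysis was possible because the groups compared share a single replicate number in the labels, with 1 library per group. With no replicates, a gap between classes counts as moved where it differed by more than 0.5 of the width of the central 95% of matched lists.

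The number of entries at least 3-fold higher in WT than in the library labelled Aire-KO, 5655, stayed within 1.5 times under 8 alternatives, from 4125 with a 5-fold limit to 6616. Tests of a difference replaced it by 2029 calls in edgeR and 3466 in DESeq2 with 3 WT libraries, and by 3148 in edgeR without 0 h. Those lower in WT, 544, came to 340 at equal totals, 153 with a 5-fold limit, 20 in edgeR, 72 in DESeq2, 209 in edgeR without 0 h and 1027 with both 0 counted as passing and no filter. Entries higher in mTEChi, 3444, came to 1793 with a 5-fold limit, 470 in edgeR, 1771 in DESeq2 and 2196 in edgeR without 0 h. Those lower, 3727, came to 2433 with at least 50 normalised counts, 2107 with a 5-fold limit, 356 in edgeR, 927 in DESeq2 and 1361 in edgeR without 0 h. A higher limit or filter passes fewer entries by construction. Of the listed genes with proximal polyadenylation sites, 67.7% passed a 5-fold limit, and 99.5% of all listed passed without a filter.

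The gap between Aire-sensitive and Aire-neutral entries kept its sign under every alternative chosen beforehand except at 1.5 h, where the list with proximal sites gave -0.042 in place of 0.02. Unmatched gaps with a pseudocount of 5 were -0.90 at 6 h, -0.49 at 12 h and -0.46 for 12 against 1.5 h. With at least 50 reads they were -0.028 at 3 h, -1.05 at 6 h, -0.38 at 12 h and -0.41 for 12 against 1.5 h. With a 5-fold limit they were -0.15 at 3 h, -3.14 at 6 h and -0.64 for 12 against 1.5 h, and with the list -2.98 at 6 h. Entries with reads in all 5 libraries gave 0.090, 0.13, 0.60 and 0.58 at the 4 times and 0.45 for 12 against 1.5 h, the last 4 reversed. That choice removes by construction every entry that fell to 0.

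Matched gaps with a pseudocount of 5 were 0.36 at 6 h, 0.45 at 12 h and 0.44 for 12 against 1.5 h. With at least 50 reads they were 3.00 at 6 h and 0.82 at 12 h. With a 5-fold limit they were 0.11, 0.26, 0.72 and 1.65 at the 4 times and 1.35 for 12 against 1.5 h. Neutral entries closest to 1-fold gave 0.11 at 1.5 h, size factors of DESeq2 gave 0.98 for 12 against 1.5 h, and 1.5 h as reference gave 0.81 at 12 h. The list with proximal sites gave 0.027, 0.077, 0.081 and 0.28 at the 4 times and 0.35 for 12 against 1.5 h. Its medians lay inside the central range at the 4 times, at percentiles 93.2, 96.8, 56.2 and 97.1, and at 98.9 for 12 against 1.5 h. Matching on the mTEChi library of the other pair gave 0.035, -0.13, -1.28 and 0.011, and 0.024 for 12 against 1.5 h, so that 3 h and 6 h reversed. Matching on 0 h gave -0.0057, -0.044, -0.21 and 0.25, and 0.26 for 12 against 1.5 h, so that the sign reversed at 1.5, 3 and 6 h, where the median lay inside the central range at percentiles 28.0, 3.24 and 17.6. Entries with reads in all 5 libraries gave 0.13, 0.21, 0.55 and 0.58, and 0.39 for 12 against 1.5 h.

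The test of the slope called 0 entries up and 0 down in edgeR, with 1896 at an unadjusted p under 0.05. It also called 0 with total counts, size factors of DESeq2, no filter, log2 of hours, the 0 h library, or 1 entry per symbol. DESeq2 called 257 up and 143 down among 4986 entries with an adjusted p. Leaving out 1 library, edgeR called from 0 to 718 up and from 0 to 1156 down, the highest without 6 h, with 87 up and 518 down without 12 h. DESeq2 without 6 h called 353 up and 386 down. Lists above the central range numbered from 7 to 10 against 8. Those below, 4, numbered 2 with no filter and from 2 without 12 h to 5 without 1.5 h. The median entry had 208 reads at 1.5 h and 15 at 12 h, which limits what can be seen of weakly expressed genes at 12 h.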

Other observations

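The tests of lower expression of the Aire-sensitive entries and of depth at 6 h, and the bootstrap of the lists of other cell types, were chosen after the result was seen. The 0 h library of the actinomycin D series differed from the WT mTEChi libraries of both pairs in several gene groups. KRAB zinc finger genes had a median log2 ratio of 1.04 to the mean of the other two (percentile 100 of matched lists), heat shock genes 0.86 (99.94), cell cycle genes 0.52 (99.08) and 3' end processing genes 0.51 (99.53). Lower were p53 targets at -0.99 (0.02), Fezf2-linked genes at -0.83 (1.44), short-lived cytokine genes at -0.51 (1.33) and oxidative phosphorylation genes at -0.37 (0.01).

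Lars2, a mitochondrial tRNA synthetase gene, had 853 CPM in WT and 4064 in the library labelled Aire-KO, 1028 in mTEChi and 16010 in mTEClo, and from 18.7 to 38.9 in the 5 libraries of the actinomycin D series, with 29.2 at 0 h. In the pairs it was high where the non-coding entry NR_046233 took many reads, 3.77% in the library labelled Aire-KO and 5.35% in mTEClo. That entry took 0.763% in WT and 0.666% in mTEChi. Whether both have a technical cause was not tested, and no biological reading of Lars2 is drawn. Xist, the RNA of the inactive X chromosome, had 166 CPM in WT and 396 in the library labelled Aire-KO. On the Y chromosome, Ddx3y had 22.0 and 18.0, Eif2s3y 18.4 and 10.1, Uty 13.2 and 8.94 and Kdm5d 7.71 and 4.13. Over 12285 entries, which are not independent replicates, log2 CPM of the WT mTEChi libraries of the pairs correlated at r = 0.926, while the library labelled Aire-KO correlated at 0.811 with the WT library of its pair and at 0.884 with the mTEChi library of the other pair. In Spearman's rho these values were 0.915, 0.842 and 0.924.

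Whether Aire-sensitive entries changed differently from Aire-neutral ones after actinomycin D, and with which sign, depended on matching. The change of kit after 0 h was argued against as the whole cause, because the unmatched gap was also -0.80 between 12 and 1.5 h, of 1 kit, although with matching on the mTEChi library of the other pair that gap was at percentile 60.3. Lower expression of the Aire-sensitive entries may account for the lower unmatched median at 12 h, since matching on that library left a gap of 0.011 of the unmatched -0.92, although in 4 bins of its level, from the lowest, the gaps were of both signs at -0.20, 0.29, 0.083 and -0.10, and matching on a mean that includes the treated libraries may account for the higher matched median, which then lay at percentile 53.4. Adding transcript length to the matching on the 5 libraries lowered the gap at 12 h from 1.13 to 0.66, so length was not the whole of that gap but may account for part of it, with the same limit of that matching. At 3 and 6 h, matching on the 0 h library, which is also the reference of the change, left medians inside the central range, at percentiles 3.24 and 17.6, whereas matching on the mTEChi library of the other pair left gaps of -0.13 and -1.28 below all lists, but in those 4 bins the gaps were -0.63 and -0.27 in the lowest bin and from -0.085 to -0.0064 and from 0.025 to 0.10 in the others, so lower expression and faster or slower decay both stay open there.

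The 0 h library stood apart from the other untreated WT mTEChi libraries, with r = 0.765 and 0.802, as did the 1.5 h library, with 0.773 and 0.807, while 0 h and 1.5 h, of different kits by the labels, correlated at 0.961. Removing the trend over transcript length closed 2.16% of the distance in r to that between the others, which argues against length. Of 5 lists of other cell types, 0 lay above the central range of random lists, which was fixed beforehand as the sign against such cells. For fibroblast genes that bound was met by less than its spread, since their median of 0.67 (bootstrap interval over 9 genes -0.070 to 1.32) lay near the limit of 0.76, so a larger share of fibroblasts stays open. What sets the series apart from the pairs stays open, and no biological explanation was tested.

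The 6 h library had more entries without a read than the shallower 12 h library. Over all 25537 entries of the series, 31.5% were at 0 at 6 h against 26.9% at 12 h. Depth was argued against because, relative to 12 h, 6.47 times the reads were in the 6 h library. Few starting molecules in that library stay possible. Of entries for which the other treated libraries predicted at least 20 reads, 13.7% had none. The same share was 0.109% at 1.5 h, 3.48% at 3 h and 0.847% at 12 h. This share restates the excess of entries at 0, and a loss of transcripts at 6 h would also raise it. It therefore cannot single out few starting molecules. Loss of short-lived messages by 6 h would have to be followed by their return at 12 h, and was not tested otherwise.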
